A study of Streptomyces griseus and Streptomyces venezuelae with 16 samples. Its data were reported in "Transcriptome and translatome profiles of Streptomyces species in different growth phases" (2020).

How the data were processed

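Ribosome-protected RNA fragments were sequenced from Streptomyces griseus and Streptomyces venezuelae, filamentous soil bacteria, in 4 growth phases with 2 libraries per phase and species. The phases were early-exponential, transition, late-exponential and stationary, which gave 8 libraries per species. Thiostrepton, an antibiotic that stalls ribosomes, was added before harvest, and micrococcal nuclease trimmed the RNA outside the ribosome.

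The deposited read counts per gene are whole numbers without normalization, in 1 table for S. griseus and in both tables for S. venezuelae. The authors removed PhiX reads, trimmed adapters and low-quality bases, mapped the S. venezuelae reads with CLC Genomics Workbench while ignoring reads that matched several places, and counted them per gene. The mapping, the counting and the genome build of S. griseus are not given in the sources used here. The second S. venezuelae table also holds a deposited signal, which is the raw count divided by 1 DESeq2 size factor per library. It further holds log2 fold changes between phases that the authors computed with DESeq2, and the p-value the authors deposited beside each fold change, which is not stated to be adjusted. Fold changes and tests below were computed from the raw counts, and the deposited fold changes and p-values were only counted. No column of values per library was left unused, 0 in all.

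The S. griseus table had 7284 genes, of which 373 carried a symbol (314 distinct) and 6911 a locus tag alone. In S. griseus 9 RNA genes recognisable by name were left out of 7284, which left 7275. Of all 7284 genes 323 had no count in any library. RNA genes with a locus tag alone could not be recognised in that species. The S. venezuelae table had 8215 genes, of which 382 carried a symbol (311 distinct) and 7833 a locus tag. In S. venezuelae 96 genes were left out as RNA genes, which left 8119. Of these 96, 10 were recognised by symbol. The others were taken as RNA genes because their locus tag was missing from the second table, and no annotation was at hand to check this. Of all 8215 genes 195 had no count. For 370 of 372 symbols a locus tag was found in the second table through identical counts in all 8 libraries. All 7747 locus tags found in both S. venezuelae tables had identical counts. The supplied annotation was of other strains or another tag system, since 0 of 6911 S. griseus tags and 0 of 8203 S. venezuelae tags were in it. Genes with a tag alone therefore have no stated function here, positions are not given, and genes are named only by the symbol in the tables. Symbols with several copies were numbered by mean abundance, so that glpK_1 is the copy with the highest mean. Reads from near-identical copies could be missing from all of them because only unique matches were kept in S. venezuelae.

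Counts were fitted in R 4.3.3 with edgeR 4.0.16. All 8 libraries of a species entered 1 quasi-likelihood model with a term per phase, after the default expression filter of edgeR and TMM normalization. The filter kept 6305 S. griseus genes and 6590 S. venezuelae genes. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05, adjusted over all tested genes of 1 comparison. Standard errors (SE) are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Values per phase are CPM as edgeR computes them, given as mean ± SD with n = 2. The count is scaled to the TMM-adjusted library size of the tested genes. Log2 CPM values for correlations and principal components used a prior count of 2. For genes at 0 counts in a phase the fold is a lower bound against a floor of 3 counts per library. Intervals and floors cover counting error only.

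The 4 comparisons per species were the 3 steps between consecutive phases and stationary against early-exponential. They share libraries and are not independent of each other. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes and at least 3 tested members, adjusted over all lists and comparisons of a species. In S. griseus 13 lists were fixed before the data were examined and 26 were written from the symbols in the tables, after these had been seen and before any test. In S. venezuelae the numbers were 12 and 25. Of 156 list tests in S. griseus 13 were called, and of 148 in S. venezuelae 2. The difference between the species in the change from early-exponential to stationary was tested as an interaction in edgeR on 217 symbols found once in each species, of which 210 were tested. Equal symbols were taken as the same gene, and orthology was not checked. Symbol lists of at least 3 matched genes, 28 in all, were tested on this difference.

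Genes named in the text followed a rule fixed in advance. It takes the 10 largest rises and 10 largest falls per species from early-exponential to stationary, and the 3 largest of each per step, among called genes with a symbol, with both libraries of 1 phase above both of the other, and with a mean of at least 20 CPM in the higher phase. It adds up to 4 members per list, the 5 most abundant genes and a fixed set of regulators and housekeeping genes. The tables limit it to at most 2 unnamed genes per direction. Genes taken from the lists written from the symbols came under the same rule.

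The test was checked on simulated data with 200 changed genes per comparison of phases and 60 changed of 210 for the species difference, at this depth and spread. In S. griseus, it recovered 11% of changes of 2 log2 units and 29.9% of changes of 3 for transition against early-exponential. Recovery was 6.19% and 30% for late-exponential against transition, 10% and 37% for stationary against late-exponential, and 9% and 31.3% for stationary against early-exponential. In S. venezuelae the corresponding pairs were 6.38% and 43.2%, 8.16% and 42.3%, 7% and 47.5%, and 5.1% and 28.6%. For the species difference 58.3% of simulated differences of 3 log2 units were recovered. The adjusted p depends on the share of genes that change. In the data, stationary against early-exponential had 1410 called genes in S. griseus and 1299 in S. venezuelae, far more than the 200 simulated. The recoveries therefore hold for the simulated share of changed genes and do not measure the power of those comparisons. No simulation had more than 5 false calls. In S. venezuelae 5 of 52 calls were false for transition against early-exponential and 4 of 58 for stationary against late-exponential. In S. griseus 2 of 38 were false for late-exponential against transition. These shares were above the threshold of 0.05, and those of the other simulations were below it.

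Alternatives were DESeq2 size factors, library totals alone, no filter on low counts, RNA genes kept, the 10 most abundant genes left out, only the 4 libraries compared, the DESeq2 1.42.0 Wald test, a replicate block, each library left out in turn, and an estimated correlation for the lists. For S. venezuelae a term for transition replicate 2 and stationary replicate 2, the libraries prepared once while the other 6 were prepared again and merged, was added. Leaving out both of these libraries, the extra scalings of the lists and of the species difference, and leaving out each library for the lists were chosen after seeing the data. RNA sequencing of the same cultures was not used here, so footprint counts were not divided by transcript levels, and a change in footprints can come from transcript level or from translation.

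Gene counts per library ranged from 3506624 to 12810608 in S. griseus and from 1764845 to 5611836 in S. venezuelae. A floor of 3 counts corresponded to 0.234 to 0.856 CPM in S. griseus and to 0.535 to 1.70 CPM in S. venezuelae. The p-values measure the spread between these samples. The study calls the S. venezuelae samples biological duplicates, and nothing in the sources used here says whether the S. griseus pairs came from separate cultures.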

Results

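Ribosome footprints were counted per gene in S. griseus and S. venezuelae at 4 growth phases, with 2 libraries per phase in each species. In S. griseus the genes other than recognisable RNA genes held 4034013 and 9613818 counts in the early-exponential replicates 1 and 2. They held 3506624 and 7900776 counts at transition, 9873584 and 8974273 at late-exponential and 12810608 and 6125142 at stationary phase. In S. venezuelae the counts were 5079524 and 3642920 at early-exponential, 2723458 and 2162631 at transition, 5611836 and 4261890 at late-exponential and 3509283 and 1764845 at stationary phase. Genes taken as RNA genes held from 90.7% to 94.7% of all S. venezuelae counts, while the recognisable RNA genes of S. griseus held from 0.589% to 1.21%. Genes with no count made up 6.39% to 11.2% of the genes in a S. griseus library and 5.03% to 15.1% in a S. venezuelae library, with the highest share in transition replicate 2. The 10 most abundant genes of a library held 12.6% to 15.9% of the counts in S. griseus and 9.39% to 16.1% in S. venezuelae.

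Replicates of a phase were compared by the correlation of log2 CPM across genes, which are not independent of each other. In S. griseus Pearson's r was 0.943 at early-exponential, 0.881 at transition, 0.900 at late-exponential and 0.870 at stationary phase. In S. venezuelae it was 0.969, 0.885, 0.961 and 0.889. The first principal component held 53.6% of the variance in S. griseus and 41.0% in S. venezuelae. On the second component of S. griseus, stationary replicate 1 lay at 74.7 and replicate 2 at 7.46. In S. venezuelae the second component held 26.6%, and transition replicate 2 lay at 92.0 while replicate 1 lay at −4.58.

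**Figure D1:**
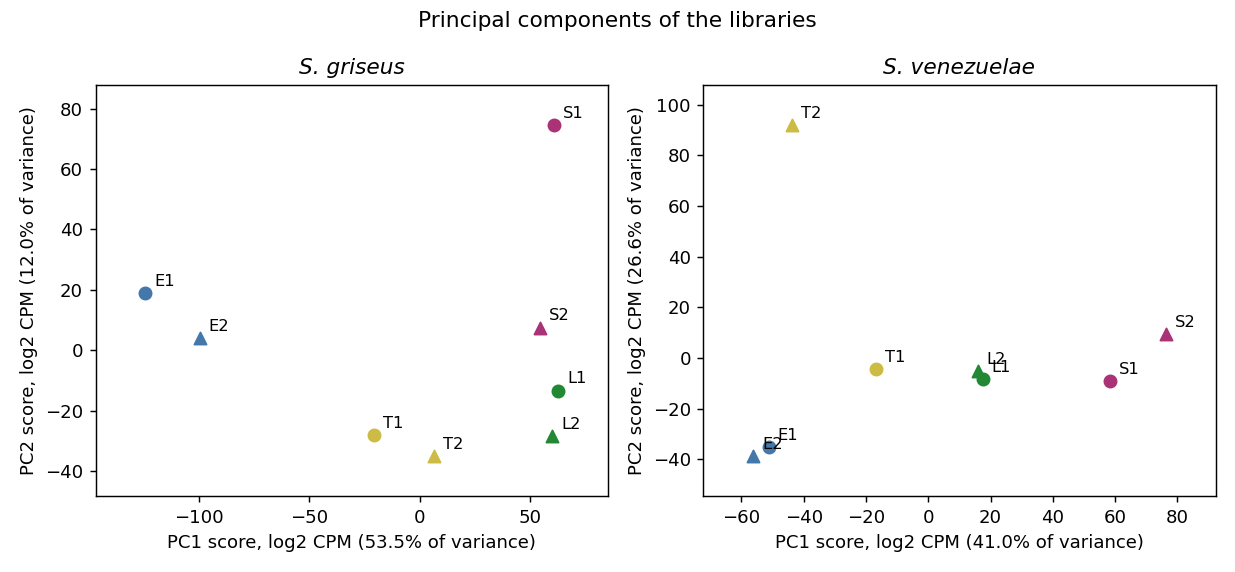
Principal components of log2 CPM for the 8 libraries of each species, with PC1 and PC2 in score units and 1 point per library coloured by phase. PC1 held 53.6% of the variance in S. griseus and 41.0% in S. venezuelae.

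The change from early-exponential to stationary phase in S. griseus addresses which genes gain or lose share among the ribosome footprints as growth ends. The total amount of translation was not measured. Genes for urea breakdown and glycerol use were among those with the largest rises. Footprints on ureC, the symbol of a urease subunit gene, went from 0 counts to 221 ± 105 CPM (n = 2), at least 424-fold higher (adjusted p = 0.000152, edgeR). Glycerol kinase gene glpK_1 rose from 0.50 ± 0.34 to 657 ± 527 CPM (log2 fold change 10.14, SE 1.07, adjusted p = 0.000108, edgeR). Hopanoid genes rose with them: hpnH, for a step in building these membrane lipids, rose from 15.3 ± 4.33 to 1074 ± 206 CPM, a log2 change of 6.12 (SE 0.50, adjusted p = 2.33e-05, edgeR). The squalene-hopene cyclase gene shc rose by 6.04 (SE 0.96, adjusted p = 0.00142, edgeR), from 6.84 ± 2.26 to 447 ± 132 CPM. The trehalose synthase gene treS rose from 5.47 ± 2.67 to 666 ± 423 CPM, by 6.89 (SE 0.72, adjusted p = 0.000105, edgeR). The amino acid permease gene proY fell by 4.12 (SE 0.61, adjusted p = 0.00103, edgeR), from 732 ± 9.85 to 42.0 ± 16.2 CPM. Phenylacetate gene paaI fell by 4.84 (SE 0.92, adjusted p = 0.0041, edgeR), from 120 ± 0.55 to 4.17 ± 0.35 CPM.

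In all, edgeR called 976 S. griseus genes that rose and 434 that fell from early-exponential to stationary phase, and 73 of the called genes had a symbol. Without early-exponential replicate 1 the count was 368, without early-exponential replicate 2 it was 564, and without stationary replicate 1 it was 885, against 1410 with all libraries. Falls depended on the stationary libraries more than rises did: 772 rose and 113 fell without stationary replicate 1, and 932 and 142 without replicate 2. Of 59 called genes that the naming rule picked, 21 kept their call whichever library was left out, among them ureC, glpK_1, hpnH, shc, treS, proY and paaI. The others lost it without 1 library: 37 without early-exponential replicate 1, 28 without replicate 2 of that phase, 23 without stationary replicate 1 and 12 without stationary replicate 2. Losses numbered 11 and 7 without transition replicates 1 and 2, and 7 and 8 without late-exponential replicates 1 and 2. Of further genes that kept their call in each of these fits, the catalase gene katG rose by 2.40 (SE 0.32, adjusted p = 0.000499, edgeR). The proteasome ATPase gene arc rose by 1.90 (SE 0.31, adjusted p = 0.0018, edgeR), and ctaD_2, a copy of a cytochrome oxidase subunit gene, by 5.45 (SE 0.70, adjusted p = 0.000402, edgeR). The chaperonin gene groL_1 fell from 41553 to 19604 CPM, by 1.08 (SE 0.18, adjusted p = 0.00183, edgeR), and was not called by DESeq2 (adjusted p = 0.176). The tyrosine degradation gene hppD fell by 3.10 (SE 0.46, adjusted p = 0.00105, edgeR). An ectoine synthase gene, ectC, which makes a compatible solute, fell by 2.60 (SE 0.48, adjusted p = 0.00333, edgeR). Not called were rpoB of RNA polymerase (log2 −0.24, adjusted p = 0.608, edgeR), clpB (0.07, adjusted p = 0.905) and glnA_1 (−0.14, adjusted p = 0.771), and their sign turned under some alternatives. Among genes without a symbol, SGR_RS29080 rose from 23.9 ± 9.86 to 27488 ± 6441 CPM, and SGR_RS31275 fell from 664 ± 206 to 0.32 ± 0.45 CPM.

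As groups, 4 lists of S. griseus were called in this comparison with the preset correlation, and 0 with an estimated correlation (adjusted p = 0.888 for each). Hopanoid synthesis, a list written after the symbols were seen, had 2 genes that rose and 2 not called, with a median log2 change of 4.24 and a camera adjusted p of 0.0089. All 4 phenylacetate catabolism genes fell, with a median of −3.86 (camera adjusted p = 0.0132), on a list written after the symbols were seen. With any 1 library left out fewer of them were called. The number was 2 without early-exponential replicate 1, early-exponential replicate 2 or stationary replicate 1, and 3 without each of the other libraries. The gene paaF (adjusted p = 0.0461, edgeR) lost its call in each of these 8 fits and in 13 of 16 alternatives in all. It was not called with DESeq2 size factors (0.056), without a filter (0.0526) or with the replicate block (0.057). Nor was it with the 10 most abundant genes left out (0.0593) or only the 4 libraries compared (0.0726). Ectoine synthesis, a list fixed in advance, had 2 of 4 genes that fell and 3 when adjusted over the list alone, with a median of −1.95 (camera adjusted p = 0.036). Ectoine uptake, written after the symbols were seen, had 3 of 4 genes that fell, with a median of −2.91 (camera adjusted p = 0.0431). The 3 genes were ehuB, ehuC and ehuD, and 0 were called without early-exponential replicate 1 (adjusted p = 0.259, 0.0953 and 0.083, edgeR) or without stationary replicate 1 (0.177, 0.0767 and 0.121). Without early-exponential replicate 2 only ehuC was called, and without transition replicate 1 or either late-exponential library ehuB was not (0.057, 0.064 and 0.0643). For ectoine synthesis 1 gene fell without early-exponential replicate 1 and 3 without stationary replicate 1. With the preset correlation the hopanoid and phenylacetate lists kept their call whichever library was left out. The ectoine synthesis list lost it without transition replicate 1 (adjusted p = 0.0771), late-exponential replicate 1 (0.0561), late-exponential replicate 2 (0.0614) and stationary replicate 2 (0.146). The uptake list lost it without transition replicate 1 (0.0644), late-exponential replicate 1 (0.0634) or 2 (0.0615), without stationary replicate 1 (0.137) and under library totals (0.0563). Lists fixed in advance and not called included ribosomal proteins, in which 2 of 8 genes fell and, adjusted over the list alone, 4 fell and 1 rose (median −0.65, camera adjusted p = 0.333, adjusted p = 0.888 with an estimated correlation). In nitrogen assimilation 4 of 9 genes rose, also 4 adjusted over the list alone (median 0.53, camera adjusted p = 0.266). In oxidative stress 3 of 8 rose, also 3 adjusted over the list alone (median 0.63, camera adjusted p = 0.513). With 1 library left out the ribosomal genes that fell numbered 0 (without either early-exponential library) to 3, the nitrogen genes that rose 3 or 4, and the oxidative stress genes that rose 1 (without either early-exponential library or stationary replicate 1) to 3.

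From early-exponential to transition phase in S. griseus, the first step out of rapid growth, rises far outnumbered falls. The urease gene ureC went from 0 counts to 82.3 ± 65.2 CPM, at least 158-fold higher (adjusted p = 0.000573, edgeR). The cytochrome oxidase copy ctaD_2 rose by 6.12 (SE 0.72, adjusted p = 0.000476, edgeR), to 240 ± 3.28 CPM, and treS rose by 6.07 (SE 0.69, adjusted p = 0.000421, edgeR), to 377 ± 6.62 CPM. These 3 genes kept their call whichever library was left out. The phenylacetate genes paaJ and paaI fell by 4.58 (adjusted p = 0.0146, edgeR) and by 4.05 (adjusted p = 0.0182, edgeR). The call of paaJ ended without either early-exponential library (adjusted p = 0.0552 without replicate 1 and 0.0697 without replicate 2) and without either transition library (0.056 and 0.132). That of paaI ended without early-exponential replicate 1 (0.112), early-exponential replicate 2 (0.0762) and transition replicate 2 (0.138). In all 401 genes rose and 45 fell, against 62 calls without early-exponential replicate 1, 111 without early-exponential replicate 2 and 281 without transition replicate 2. Falls dropped more steeply than rises without early-exponential replicate 1 and without either transition library, while without early-exponential replicate 2 the rises did. The hopanoid list had 2 of 4 genes that rose (median 3.05, camera adjusted p = 0.0204), and the phenylacetate list 3 of 4 that fell (median −3.35, camera adjusted p = 0.00198). Both lists were written after the symbols were seen. Neither was called with an estimated correlation (adjusted p = 0.888 for each), while with the preset correlation both kept their call whichever library was left out. Fewer of their genes were called in some of these fits: 1 hopanoid gene without either early-exponential library or transition replicate 2. Of the phenylacetate genes edgeR called 0 without these same libraries, 1 without transition replicate 1 and 2 without either late-exponential library. The glycolysis and pyruvate dehydrogenase list, also written then, had 0 of 11 genes called by edgeR, with 3 at an unadjusted p under 0.05 and 2 called by DESeq2, and a median of −0.54 (camera adjusted p = 0.0485, adjusted p = 0.888 with an estimated correlation). Its call ended without any 1 of the early-exponential, transition or late-exponential libraries. It also ended with DESeq2 size factors (camera adjusted p = 0.0589) and with the replicate block (0.0558).

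**Figure D2:**
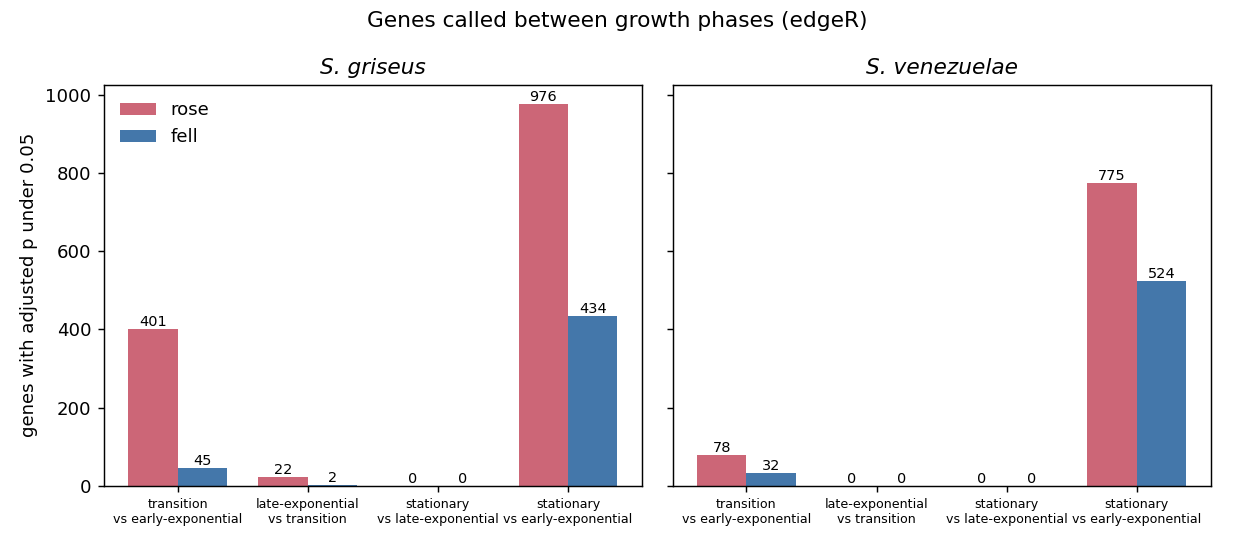
Number of genes called at an adjusted p under 0.05 by edgeR in each comparison of each species, with rises and falls drawn apart. From early-exponential to stationary phase 976 rose and 434 fell in S. griseus, and 775 rose and 524 fell in S. venezuelae.

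Between transition and late-exponential phase in S. griseus few genes were called, and the chaperonin gene groL_1 fell from 23374 to 11930 CPM. Its log2 change was −0.97 (SE 0.18, adjusted p = 0.0482, edgeR). It was not called with DESeq2 size factors (0.087), with RNA genes kept (0.0513), by DESeq2 (0.276), with only the 4 libraries compared (0.166) or with the replicate block (0.0509). Without early-exponential replicate 1 or 2 (adjusted p = 0.0858 and 0.0866), transition replicate 1 or 2 (0.232 and 0.0555), and late-exponential replicate 1 or 2 (0.115 and 0.0946) it was not called. In all 22 genes rose and 2 fell, and this balance depended on the libraries and settings. Without transition replicate 2 edgeR called 15 rises and 30 falls, library totals gave 67 and 31, and DESeq2 called 464 and 298. The count became 12 without early-exponential replicate 1, 12 without replicate 2 of that phase, 2 without transition replicate 1, 45 without transition replicate 2, and 7 and 10 without late-exponential replicates 1 and 2.

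In the same step of S. griseus 5 lists were called with the preset correlation and 0 with an estimated correlation (adjusted p = 0.888 for each). The proteasome list had 0 of 4 genes called by edgeR over all genes (4 at an unadjusted p under 0.05, 1 by DESeq2) and a median of 1.25 (camera adjusted p = 0.0204), and the type VII secretion list had 0 of 7 (3 unadjusted, 2 by DESeq2) and a median of −1.45 (camera adjusted p = 0.0204). Both were written after the symbols were seen, as was ectoine uptake, with 0 of 4 (2 unadjusted, 2 by DESeq2) and a median of −1.87 (camera adjusted p = 0.0485). Of the lists fixed in advance, ectoine synthesis had 0 of 4 genes called (3 unadjusted, 1 by DESeq2), 3 that fell when adjusted over the list alone, and a median of −1.83 (camera adjusted p = 0.0325). Nitrogen assimilation had 1 of 9 that rose (0 without any 1 of the early-exponential, transition or late-exponential libraries, 2 without stationary replicate 2), 5 when adjusted over the list alone, and a median of 1.45 (camera adjusted p = 0.0499). Without transition replicate 1 the adjusted p was 0.0771 for the proteasome, 0.0806 for type VII secretion, 0.198 for ectoine synthesis, 0.207 for ectoine uptake and 0.0771 for nitrogen assimilation. Without late-exponential replicate 1 the values were 0.0561, 0.105, 0.164, 0.217 and 0.107, and without late-exponential replicate 2 they were 0.0687, 0.0615, 0.0615, 0.0963 and 0.111. Without transition replicate 2 the proteasome (0.0737) and nitrogen assimilation (0.235) were also not called. Without early-exponential replicate 1 ectoine uptake (0.0502) and nitrogen assimilation (0.0613) were not called, nor was nitrogen assimilation without early-exponential replicate 2 (0.0601). Under library totals the adjusted p was 0.0563 for ectoine uptake and 0.0544 for nitrogen assimilation, and with DESeq2 size factors it was 0.0589 for the latter.

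From late-exponential to stationary phase in S. griseus, edgeR called 0 genes (smallest adjusted p = 0.231), and the phosphate response list was called with the preset correlation but not with an estimated one (adjusted p = 0.888). The 4 genes of the phosphate response, a list fixed in advance, had a median log2 change of 1.12 with 0 called over all genes (3 unadjusted, 0 by DESeq2) and 2 that rose when adjusted over the list alone (camera adjusted p = 0.0398). That call ended without transition replicate 1 (0.0769), late-exponential replicate 1 (0.121) or 2 (0.147) and stationary replicate 1 (0.255). Beside the 0 calls, 1000 genes had an unadjusted p under 0.05 in edgeR, where chance alone would give 315, and the DESeq2 Wald test called 415. Without stationary replicate 2 edgeR called 136.

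The same comparison of stationary with early-exponential phase in S. venezuelae is given gene by gene, since no list was called in it. Thioredoxin gene trxA_2 rose from 58.2 ± 9.22 to 1039 ± 166 CPM, a log2 change of 4.16 (SE 0.42, adjusted p = 0.0019, edgeR). The phosphate-binding protein gene pstS_2 rose by 4.32 (SE 0.60, adjusted p = 0.00475, edgeR), from 1.13 to 24.1 ± 9.85 CPM. The catalase gene katG_1 rose from 253 ± 32.3 to 1980 ± 439 CPM, by 2.97 (SE 0.43, adjusted p = 0.00531, edgeR), and the leucine synthesis gene leuC rose from 295 ± 53.9 to 1648 ± 420 CPM, by 2.48 (SE 0.43, adjusted p = 0.00916, edgeR). The tyrosine degradation gene hppD_1 fell by 3.94 (SE 0.61, adjusted p = 0.00681, edgeR), from 1780 ± 287 to 116 ± 53.7 CPM. Chaperonin gene groL_1 fell from 17774 to 4608 CPM, by 1.95 (SE 0.40, adjusted p = 0.0165, edgeR). The pyruvate dehydrogenase gene pdhA_2 fell by 3.49 (SE 0.60, adjusted p = 0.00916, edgeR), and hmgA, for a later step of tyrosine degradation, by 2.12 (SE 0.35, adjusted p = 0.00796, edgeR). The calls of trxA_2, pstS_2 and hppD_1 held whichever library was left out. Without early-exponential replicate 1 the adjusted p was 0.0564 for katG_1, 0.0945 for leuC, 0.0564 for pdhA_2, 0.0543 for hmgA and 0.106 for groL_1. Without early-exponential replicate 2 it was 0.0652 for katG_1, 0.0762 for leuC and 0.104 for groL_1. The call of groL_1 also ended without late-exponential replicate 1 (0.0518) or 2 (0.0527) and stationary replicate 1 (0.053) or 2 (0.0927).

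In all 775 S. venezuelae genes rose and 524 fell from early-exponential to stationary phase, and 43 of the 1299 had a symbol. The count was 326 without early-exponential replicate 1, 364 without early-exponential replicate 2, 831 without late-exponential replicate 1 and 834 without late-exponential replicate 2. Without stationary replicate 1, 747 rose and 284 fell, without stationary replicate 2 the numbers were 655 and 257, and under library totals they were 498 and 286. Of 36 called genes that the naming rule picked, 6 kept their call whichever library was left out. The call was lost for 28 and 24 without early-exponential replicates 1 and 2, for 15 and 17 without stationary replicates 1 and 2, and for 12 without either late-exponential library. Among genes without a symbol that kept their call, AQF52_RS25390 went from 0 counts to 38.3 ± 15.1 CPM, at least 59-fold higher, and AQF52_RS06070 fell from 1529 ± 22.2 to 23.9 ± 2.07 CPM (adjusted p = 0.00328, edgeR). Not called were tuf of elongation factor Tu (log2 0.46, adjusted p = 0.52, edgeR), rpoB (−0.12, adjusted p = 0.86), glnA (−0.81, adjusted p = 0.236) and the abundant AQF52_RS21170 (−0.15, adjusted p = 0.807), and the sign of tuf, rpoB and AQF52_RS21170 turned under some alternatives. When both libraries prepared once (transition and stationary replicate 2) were left out, glnA was called (−0.85, adjusted p = 0.0407, edgeR). Camera called 0 lists in this comparison, with 3 at an unadjusted p under 0.05. In the ribosomal protein list, fixed in advance, 2 of 7 genes rose, also 2 adjusted over the list alone (median 0.91, camera adjusted p = 0.547). Phosphate response and oxidative stress, also fixed in advance, were not called (camera adjusted p = 0.602 and 0.642): 2 of 6 and 2 of 10 genes rose, and 2 and 3 adjusted over the list alone. In the chaperone list, fixed in advance, 2 of 4 fell and all 4 adjusted over the list alone (median −1.52, camera adjusted p = 0.195). In amino acid degradation, written after the symbols were seen, 5 of 17 fell (median −0.48, camera adjusted p = 0.195). These numbers depended on single libraries. Without any 1 of the early-exponential, late-exponential or stationary libraries 0 chaperone genes were called, and without either transition library all 4 were. Of the ribosomal genes 0 were called without any 1 of the early-exponential or late-exponential libraries and 1 without stationary replicate 2. In amino acid degradation 2 genes fell without early-exponential replicate 1 and 6 without either transition library, and 1 phosphate response gene rose without any 1 of the early-exponential, late-exponential or stationary libraries. In oxidative stress 1 rose without either early-exponential library and 3 without stationary replicate 1 or either transition library. With an estimated correlation no list of S. venezuelae was called (smallest adjusted p = 0.971).

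From early-exponential to transition phase in S. venezuelae, the leucine synthesis list was called with the preset correlation alone. The list of 3 genes, written after the symbols were seen, had 1 that rose over all genes (3 without transition replicate 1, 0 without any 1 of the early-exponential, late-exponential or stationary libraries) and a median log2 change of 3.63 (camera adjusted p = 0.0248, and adjusted p = 0.971 with an estimated correlation). The list was not called without early-exponential replicate 1 (0.104) or 2 (0.153), transition replicate 2 (0.0807) and late-exponential replicate 1 (0.0676) or 2 (0.0801). The glucosamine-6-phosphate deaminase gene nagB rose from 71.6 to 1101 ± 501 CPM, by 3.94 (SE 0.48, adjusted p = 0.0255, edgeR), and the sodium/proton antiporter gene nhaA_1 from 29.8 to 352 ± 42.8 CPM, by 3.56 (SE 0.47, adjusted p = 0.0302, edgeR). Without early-exponential replicate 1 the adjusted p of nagB was 0.225 and of nhaA_1 0.232, and without early-exponential replicate 2 both had 0.203. Both had 0.0897 without late-exponential replicate 1 and 0.0903 without late-exponential replicate 2. With only the 4 libraries compared edgeR called 0 genes, nagB and nhaA_1 included (adjusted p = 0.135 for each), and nhaA_1 was also not called under library totals (0.0616) or with the preparation term (0.05). In all 78 genes rose and 32 fell. Few falls remained in some fits: without transition replicate 2, 103 genes rose and 3 fell. With the preparation term 25 rose and 0 fell, and without stationary replicates 1 and 2 the rises were 24 and 22 and the falls 1 and 0. The count was 912 without transition replicate 1, 25 and 22 without stationary replicates 1 and 2, and 0 without either early-exponential or either late-exponential library, where edgeR had called 110 and the DESeq2 Wald test 974, with 1691 genes at an unadjusted p under 0.05 in edgeR.

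Between transition and late-exponential phase in S. venezuelae, the glycolysis and pyruvate dehydrogenase list was called with the preset correlation alone, while no single gene was called. The list, written after the symbols were seen, had 0 of 13 genes called by edgeR (3 unadjusted, 0 by DESeq2) and a median of −0.88 (camera adjusted p = 0.0434, and adjusted p = 0.971 with an estimated correlation). It was not called without early-exponential replicate 1 (0.104) or 2 (0.131), transition replicate 2 (0.779) and late-exponential replicate 1 (0.142) or 2 (0.269), nor under library totals (0.0877), with the preparation term (0.36) or with both libraries prepared once left out (0.463). Over all genes edgeR called 0 (smallest adjusted p = 0.149), with 1080 at an unadjusted p under 0.05 and 502 called by DESeq2. Without transition replicate 1 edgeR called 622 and without transition replicate 2 it called 51. From late-exponential to stationary phase edgeR again called 0 (smallest adjusted p = 0.13), with 978 at an unadjusted p under 0.05 and 332 called by DESeq2. The numbers called without stationary replicates 1 and 2 were 231 and 54. Camera called 0 lists in that step, with 1 at an unadjusted p under 0.05.

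Whether both species changed the same genes was tested as the difference in the change from early-exponential to stationary phase, S. venezuelae minus S. griseus. Hopanoid genes were among those that differed: shc by −6.80 (SE 1.06, adjusted p = 0.00167, edgeR) and hpnH by −6.15 (SE 1.02, adjusted p = 0.00173, edgeR). The trehalose gene treS differed by −6.11 (SE 1.08, adjusted p = 0.00246, edgeR) and mmsB, of valine breakdown, by −6.54 (SE 1.25, adjusted p = 0.00411, edgeR). In the other direction leuC differed by 3.39 (SE 0.71, adjusted p = 0.00751, edgeR). These 5 genes kept their call whichever of the 8 early-exponential and stationary libraries was left out (the other libraries were not left out singly in this test), although the value of mmsB became −4.08 without stationary replicate 1 of S. griseus. Of 210 genes tested, 16 changed more positively in S. venezuelae and 14 more negatively, with 63 at an unadjusted p under 0.05 in edgeR. The count of 30 became 16 without early-exponential replicate 1 and 14 without stationary replicate 1 of S. griseus. It became 13, 5 and 13 without early-exponential replicate 1, early-exponential replicate 2 and stationary replicate 2 of S. venezuelae. The hopanoid list had a median difference of −4.58 (4.24 in S. griseus and −0.66 in S. venezuelae, camera adjusted p = 2.92e-05), which was also called with an estimated correlation (adjusted p = 0.0381). Leucine synthesis had a median difference of 3.39 (camera adjusted p = 0.0171, adjusted p = 0.39 with an estimated correlation), and ribosomal proteins 1.81 over 4 matched genes (camera adjusted p = 0.048, adjusted p = 0.428 with an estimated correlation).

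**Figure D3:**
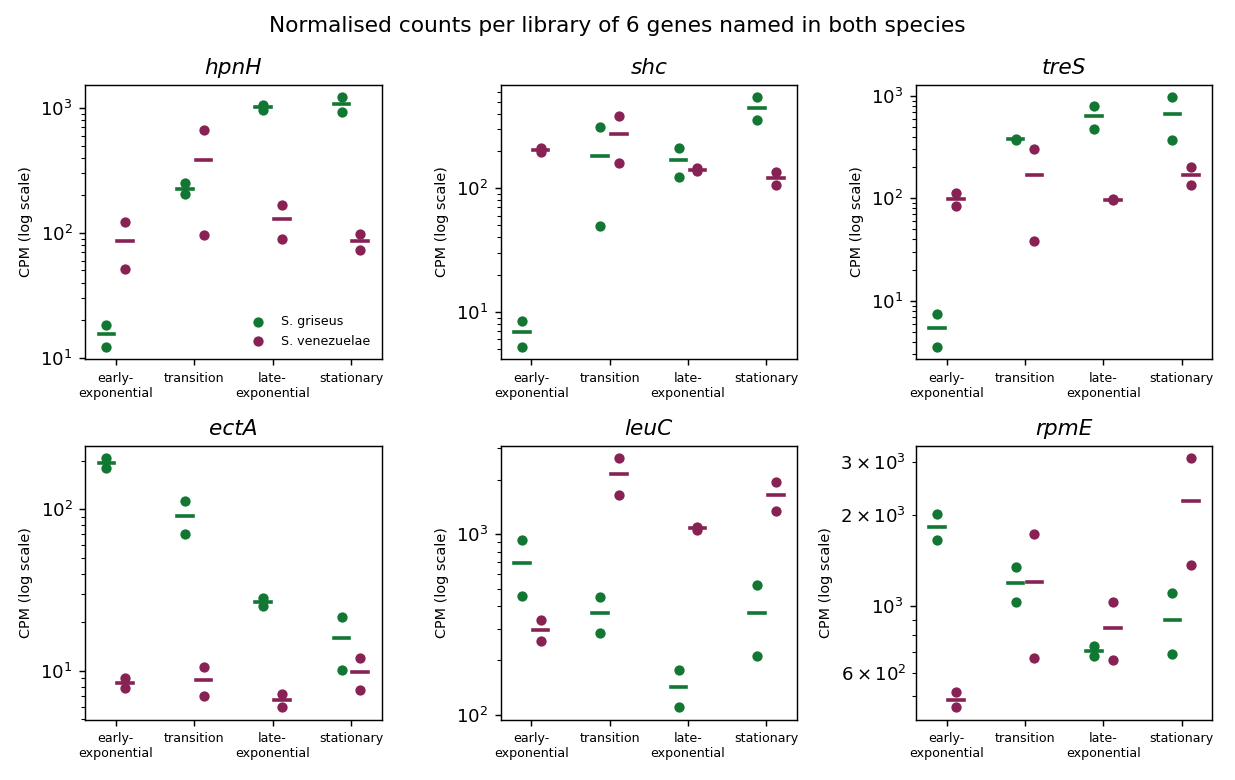
CPM on a log scale of hpnH, shc, treS, ectA, leuC and rpmE by growth phase in both species, where dots are libraries and bars are means of 2. Mean hpnH was 15.3 at early-exponential and 1074 at stationary phase in S. griseus.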

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

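The test of scaling for the hopanoid genes and the fit without both S. venezuelae libraries prepared once were chosen after the result was seen. For 30 of 210 symbols shared by both species, the change from early-exponential to stationary phase differed between the species in an interaction test of edgeR.

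Of 4 hopanoid genes 2 rose in S. griseus and 0 were called in S. venezuelae by edgeR (1 at an unadjusted p under 0.05, 0 by DESeq2), with a median difference of −4.58 log2 units over 4 matched genes, −6.15 for hpnH and −6.80 for shc. A scaling factor moves all genes of a library alike and so leaves a gap between genes unchanged. The median of the hopanoid genes lay 4.69 below that of all matched genes, a gap of −4.69 (−2.87 to −6.91 for single genes). That gap cannot serve as a test of scaling, since the list stood out by lying apart from the other matched genes. With DESeq2 size factors the median difference of the hopanoid genes was −4.64, and under library totals it was −4.56. Without the S. venezuelae libraries prepared once the median was −4.70, so the difference did not rest on those libraries. That fit could hardly have come near 0, since the median change in S. griseus alone was 4.24. It therefore gives no verdict on that preparation as a cause. Different preparation of the species stays open, because species and laboratory handling cannot be separated in this design, and so does a symbol that names different genes in each species. A difference between the species in when these lipids are made may also be behind it, which was not tested.

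In the leucine synthesis list the median difference was 3.39, with 3.39 for leuC and 3.96 for leuD, whose call ended without early-exponential replicate 2 of S. venezuelae (adjusted p = 0.0651). Ribosomal proteins had a median difference of 1.81, with 3.22 for rpmE and 2.09 for rplU. The call of rpmE ended without early-exponential replicate 2 of S. venezuelae (0.0545), and that of rplU without early-exponential replicate 1 (0.0927) or stationary replicate 1 (0.0624) of S. griseus and early-exponential replicate 2 (0.114) or stationary replicate 1 (0.0561) of S. venezuelae. The differences of treS and mmsB were −6.11 and −6.54, and that of the trehalose phosphatase gene otsB was −3.28. For otsB the call ended without early-exponential replicate 1 (0.119) or 2 (0.151) or stationary replicate 1 (0.244) of S. griseus and without any end-phase library of S. venezuelae (0.138, 0.11, 0.0961 and 0.151). Without stationary replicate 1 of S. griseus the value of otsB was −1.84 and that of mmsB −4.08. The call of otsB also ended with the replicate block (adjusted p = 0.0804, edgeR) and under library totals (0.0526). It ended too without both S. venezuelae libraries prepared once, where its value was −3.22. The bacterioferritin gene bfr differed by −2.57, and its call ended without early-exponential replicate 1 (0.119) or stationary replicate 1 (0.072) of S. griseus and early-exponential replicate 1 (0.0569) or 2 (0.0963) or stationary replicate 2 (0.0759) of S. venezuelae.

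Ectoine genes ectA and ectC differed by 3.80 and 3.29. The call of ectA ended without early-exponential replicate 2 of S. venezuelae (0.0529), and that of ectC without the same library (0.0871) or without stationary replicate 2 (0.0737). The uptake gene ehuB differed by 7.57 and the phenylacetate gene paaI by 7.23, and both rested on stationary replicate 2 of S. venezuelae, without which the values were 1.04 and 2.54 (adjusted p = 0.611 and 0.182). Their calls also ended without stationary replicate 1 of S. griseus (0.0804 for ehuB and 0.0624 for paaI) and without early-exponential replicate 1 (0.0569 and 0.0503) or 2 (0.0963 and 0.0871) of S. venezuelae.

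Genes taken as RNA genes, left out of the comparisons, held 90.7% of S. venezuelae counts in the library with the lowest share. In the library with the highest share they held 94.7%. The exact binomial (Clopper-Pearson) 95% intervals for counting error were 90.698% to 90.716% and 94.714% to 94.730%. The paper places such reads mostly in tRNA genes and proposes that ribosome-bound pieces of tRNA and rRNA were enriched along with the ribosomes. No explanation of this share was tested here.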

How the results depend on the processing

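The fit without both S. venezuelae libraries prepared once, the scalings added for lists and species difference, and the lists with a library left out were chosen after seeing the data. For each change below the cause was not tested.

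Of 113 gene results, 107 kept direction and side of the threshold with DESeq2 size factors, 105 with the DESeq2 Wald test, 100 with library totals, 110 without a filter, 111 with RNA genes kept and 93 with only the libraries compared. Over all fits with a library left out 619 gene values did, 274 lost the call, 2 gained it and 9 reversed. Between-replicate correlations without the filter and with prior counts of 0.5 and 5 ranged from 0.869 to 0.952 in S. griseus and from 0.874 to 0.974 in S. venezuelae.

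The DESeq2 Wald test called 870, 762 and 415 genes in the steps of S. griseus and 974, 502 and 332 in those of S. venezuelae. Library totals gave 98 for late-exponential against transition in S. griseus. In S. venezuelae they gave 57 for transition and 784 for stationary against early-exponential, and 1 list. Median shifts of all genes under totals were −0.16, −0.16 and −0.25 in S. griseus from transition on (last value against early-exponential) and −0.32, 0.45, −0.32 and −0.20 in S. venezuelae. In S. griseus stationary against early-exponential it was 0.13 with DESeq2 factors. Only the libraries compared gave 5 for late-exponential against transition in S. griseus and 0 for transition against early-exponential in S. venezuelae. A preparation term gave 25 there. Without both libraries prepared once the S. venezuelae comparisons called 513, 160, 262 and 2001 genes, 5 lists and 19 species differences. An estimated correlation left 0 lists in each species.

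Calls with a library left out ranged in S. griseus from 62 to 455, 2 to 45, 0 to 136 and 368 to 1260, with 4 to 13 lists. In S. venezuelae they ranged from 0 to 912, 0 to 622, 0 to 231 and 326 to 1737, with 0 to 4 lists. Species differences ranged from 5 to 39.

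With the replicate block 93 gene results kept direction and side of the threshold and 20 lost the call. In S. venezuelae the latter included nagB (adjusted p = 0.0632, edgeR) and nhaA_1 (0.0691). In S. griseus they included groL_1 from transition to late-exponential phase (0.0509), and paaF (0.057) and ehuB (0.0767) from early-exponential to stationary phase. Of the species differences of named genes 12 kept their call, and ehuB (0.0545) and otsB (0.0804) lost it. The block called 362, 22, 0 and 1111 genes in S. griseus and 0, 0, 0 and 991 in S. venezuelae, 12 and 2 lists and 21 species differences. For pairing, replicate differences of phases correlated across genes by −0.0246 to 0.0189 in S. griseus and −0.0527 to 0.0991 in S. venezuelae.

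Reversed values of uncalled genes were clpB −0.21 (totals), glnA_1 0.0046 (10 abundant genes out), and tuf −0.14 (preparation term) and −0.22, and AQF52_RS21170 0.0212 (both libraries out). With a library left out clpB ranged from −0.17 to 0.30, glnA_1 from −0.40 to 0.0922, and S. griseus rpoB from −0.67 to 0.11. In S. venezuelae tuf ranged from −0.20 to 0.94, AQF52_RS21170 from −0.47 to 0.30 and rpoB from −0.68 to 0.31.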

Other observations

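The test of another phase for transition replicate 2, the tests of scaling and of the floor for the S. griseus rises and the circular shifts over all positions were chosen after the result was seen. From early-exponential to stationary phase in S. griseus the ureG_1 gene, for loading nickel into urease, rose by 8.50 (SE 1.20, adjusted p = 0.000767, edgeR), and glmS_2, of amino sugar synthesis, by 6.05 (SE 0.78, adjusted p = 0.000423, edgeR). Both kept their call whichever library was left out.

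The authors' deposited DESeq2 table of S. venezuelae had 1185 rises and 613 falls at a p under 0.05 for transition against early-exponential, of 7964 genes. It had 436 and 788 for the next step, 746 and 325 for the last, and 1542 and 995 for stationary against early-exponential. The deposited p-values are not stated to be adjusted, so these counts cannot be set beside the calls at an adjusted p under 0.05. Deposited size factors were 0.358 for transition replicate 2 and 0.367 for stationary replicate 2.

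Transition replicate 2 of S. venezuelae lay apart from replicate 1, with 15.1% of genes at 0 counts. Replicate 1 thinned to its depth had 6.73%, a gap of 8.36 percentage points (mean of 20 thinnings), which argues against depth. A library of another phase would correlate with that phase as its replicates do. For the nearest phase, late-exponential, its highest correlation minus that between the replicates was −0.0869 (−0.0951 to −0.0777 over resamples of genes). That argues against another label as the whole cause. A library of another phase that was also of lower quality was not tested. The changes between other phases explained 0.222% of the variance across genes (0.034% to 0.585% over resamples of genes). That argues against another point of growth as the whole cause. Lower quality of the library would also hold this share low, so a shift in growth beside it stays open. On the first principal component transition replicate 2 lay at −43.6, between replicate 1 (−16.8) and the early-exponential libraries (−51.2 and −56.2). A preparation effect shared with stationary replicate 2 stays open. The replicate differences of these phases correlated across genes by 0.0991 (0.0722 to 0.125, from 500 resamples of genes). The other pairs of S. venezuelae phases, which share no single preparation, gave −0.0527 to 0.0713, so 0.0991 is no clear sign of such an effect. Intervals from resampled genes treat genes as independent and hold no spread between libraries, so they can be too narrow. A lower library complexity could also be behind it and was not tested.

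In S. griseus 89.9% of calls between early-exponential and transition phase were rises. The share was 77.5% without early-exponential replicate 2 and at least 82.3% in each other fit run. Under DESeq2 size factors it was 92.0% and under library totals 88.4%. These moved the median gene by only 0.07 log2 units each, against a median absolute change of 4.41 in called genes, so scaling stays open. Among 86 called genes with at least 20 CPM in the lower phase 83.7% were rises (74.2% to 90.8%). Since that interval reaches below the bound of 80% set for this test, genes near the floor stay open as a part of it. A biological shift at transition may be behind it and was not tested.

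Genes that rose in S. venezuelae from early-exponential to stationary phase were next to each other in locus-tag order in 255 pairs, where 1000 random orders gave at most 119 and 91.2 on average. Falls gave 114 pairs against at most 61. This is consistent with neighbouring genes changing together, and the order of tags stood in for coordinates. The longest runs were 10 rises and 13 falls. Rises were more frequent in the first and last quintile of the order than between them, 14.4% against 9.99%, a difference of 4.43 percentage points. Circular shifts gave p = 0.049 in a permutation test with 1000 shifts and 0.0451 over all shifts, so close to the bound that this stays open.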
